A study of Saccharomyces cerevisiae with 2 samples. Its data were reported in "DNA methylation-based high-resolution mapping of long-distance chromosomal interactions in nucleosome-depleted regions" (2024).

How the data were processed

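RNA was sequenced from 2 libraries of Saccharomyces cerevisiae that the labels give as replicates 1 and 2 of a methionine-depleted culture. Per the labels, cells were grown in 50 mL of synthetic medium with methionine to an OD660 of 0.2, and per the methods they were then washed and grown without methionine, and mRNA was captured on beads. The study calls its samples biologically independent. Libraries were made with the NEBNext Ultra II DNA kit and sequenced in pairs on a NextSeq instrument. The submitters' processing notes name the sacCer3 build and featureCounts 2.0.3. A general statement on software in the study names fastp, BWA and Picard MarkDuplicates for sequencing reads, and does not say whether RNA-seq is included. The annotation version, the strand setting and the other counting options are not given in the sources used here.

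The deposited values are counts, although the authors name them FPKM. All values are whole numbers, the columns sum to 34052011 and 35367508, and value times coding length summed to 48.7 and 50.5 times what FPKM allows. The design had assumed FPKM, so FPKM was computed here as the count divided by coding length in kb and by the library total, on the usual FPKM scale, and all planned comparisons were kept on that scale. Whether a count is a read or a read pair is not stated. Among genes with 2 to 11 counts, 66.2% of values in replicate 1 were even (95% Wilson interval 59.5% to 72.3%) and 57.1% in replicate 2 (50.4% to 63.6%). From 22 to 41 counts the shares were 55.0% and 61.3%, and in the other 3 ranges, up to 1001 counts, they lay between 48.1% and 50.6%. These shares do not decide whether mates were counted singly, and if they were, fewer independent molecules stand behind each count than the floors assume. The relative FPKM of genes is not affected by a common factor. To see whether both files hold the same library, the squared difference between libraries was set against the Poisson variance. The median ratio was 4.80 over all genes with a count, 0.963 at 1 to 100 counts in all, 1.64 up to 1000 and 7.50 above. Counting noise alone would put the mean of this ratio at 1 and its median below 1. The means in those 3 ranges were 2.00, 4.37 and 68.3, so a median of 0.963 does not equal counting noise. Counting mates singly would raise the ratio, and with 2 libraries it is no test of a difference between cultures. Floors use 3 counts per library, or 0.0881 and 0.0848 CPM, and intervals and floors cover counting error only, since the reads carry no molecular identifiers.

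Of 6692 genes, 6008 matched a gene of the R64 annotation by systematic name and 684 did not, which held 0.280% and 0.291% of counts. The latter have no length here and were left out of FPKM, but not of library totals. Coding length was the merged coding sequence, a multiple of 3 for 6007 of 6008 genes, so it holds no untranslated regions. Coding sequences were aligned to the genome with blastn 2.17.0, and bases within a match of at least 50 bp and 98% identity elsewhere were called shared. Overlap was measured with other annotated genes and with reading frames of at least 100 codons, since dubious reading frames in the authors' annotation can take or remove counts and have no coordinates in the annotation used here. The strand setting is unknown, so genes and antisense partners cannot be separated.

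There is 1 group, so no test between conditions was made and no p-value is given across genes. A list's level is its median FPKM set among the medians of 10000 random lists of the same size, and a median outside the 2.5 to 97.5 percentiles was called above or below. The replicate difference of a list is its median of log2(FPKM+1), replicate 2 minus replicate 1, set among 10000 random lists matched on mean FPKM in 20 bins. Genes of a list are often coregulated, so medians of random lists vary less than those of lists picked by function. Subtelomeric genes lay under 10 kb from a chromosome end and pericentromeric genes within 10 kb of a centromere. Adjacent pairs were compared with 1000 shuffles within chromosomes. The 31 lists were fixed before the data were examined. Small noncoding RNA genes had 0 measured members. RDT1 of the study site list was not analysed here, and that list leaves out some of the study's viewpoints. The text names the 10 genes of highest FPKM and the 3 highest and 2 lowest of each sulfur list. It also names the 2 highest and 1 lowest of every other list, and all measured members of the genotype, study site and mating-type lists. Also named are the 5 largest replicate differences in each direction among genes of at least 10 FPKM. Genes named outside that rule are said to be chosen after their values were seen.

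edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3 were used only for scaling factors and spread, as an intercept fit. Over 6140 genes the biological coefficient of variation was 10.3%. Tested on simulated data over 6156 genes with no gene changed, 10.1% was recovered where 10.3% was simulated. Of 100 simulated lists of 20 genes without a replicate difference 6 were called, and 10 of 10 lists with a log2 difference of 0.25 were called, over 6008 genes. For the level of lists of 20 genes, 1 of 50 random lists were called, and 38 of 50 lists drawn from genes above the median. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Alternatives covered the pseudocount, low-value filters, library scaling, length matching, distances and leaving out each replicate. Alternatives chosen after seeing the data were CPM without length, genes with neither shared sequence nor overlap, TMM and DESeq2 scaling, alpha-specific genes without shared sequence, a minimum of over 3 counts, the ribosome biogenesis list and annotation terms.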

Results

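RNA levels were measured by sequencing in 2 libraries of budding yeast, prepared as replicates of 1 group. The cells were grown with methionine and then depleted of it, a treatment that turns on the sulfur genes controlled by the activator Met4. The strain label gives mating type a, auxotrophic alleles of HIS3, LEU2, TRP1, URA3 and ADE2, a can1 allele, and reporters driven by the MET3 promoter at CDC20 and CWC23. The study set the RNA level of genes beside nucleosome-depleted regions, the unit of its contact maps, and the grouping of those regions was not used here. Replicate 1 held 34052011 counts and replicate 2 held 35367508 counts over 6692 genes. With 1 group, a gene can be set only against the other genes of the same libraries or between the replicates, and no gene is called induced or repressed by methionine. Values are FPKM, computed here from the counts, as mean ± SD of the replicates (n = 2). For a list the value is the median over its genes of these means, and its SD is that of the medians of the replicates, so the value can lie outside them. Gene positions are those of the R64 assembly, the assembly named sacCer3 in the labels.

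The mating-type genes went against the label. The 7 a-specific genes, which cells of mating type a transcribe, had a median of 7.04 ± 0.327 FPKM, and 0 of 7 lay above the median of all genes, 45.8 FPKM. MFA1 and MFA2, which encode the a-factor pheromone, stood at 8.96 ± 0.0565 FPKM and 9.87 ± 1.66 FPKM, on 34 and 35 counts and 44 and 36 counts in replicates 1 and 2. STE2, the receptor for alpha-factor, stood at 4.49 ± 0.0683 FPKM, STE6, the a-factor exporter, at 12 ± 0.421 FPKM, BAR1, the protease that degrades alpha-factor, at 7.04 ± 0.327 FPKM, the agglutinin subunit AGA2 at 4.82 ± 1.52 FPKM and ASG7 at 3.92 ± 0.914 FPKM. The alpha-specific genes that have no near-identical copy were higher. MF(ALPHA)1, which encodes alpha-factor, stood at 2401 ± 185 FPKM (chromosome XVI, 193648 to 194145), and MF(ALPHA)2 at 471 ± 166 FPKM. SAG1, the alpha-agglutinin, stood at 732 ± 72.4 FPKM, and STE3, the receptor for a-factor, at 229.9 ± 28.3 FPKM (chromosome XI, 113215 to 114627) on 12026 and 10489 counts.

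The median of the 4 alpha-specific genes without shared sequence was 602 ± 119 FPKM, and its ratio to the a-specific median was 85.4 ± 12.9. All 8 alpha-specific genes had a median of 117 ± 14.4 FPKM, above 9471 of 10000 random lists and inside their range, where it also lay by the means of log2(FPKM+1) and log2(FPKM+0.1), at the 23.2 and 7.14 percentiles, and over them the ratio was 16.6 ± 1.28. The lowest of the 4, STE3, was 19.2 times the highest a-specific gene, STE6. The other 4 alpha-specific genes are copies of each other at the MAT and HML loci, so reads from them may not be assigned. MATALPHA1 stood at 0.0268 ± 0.0379 FPKM, HMLALPHA1 at 0.135 ± 0.112 FPKM, HMLALPHA2 at 0.183 ± 0.0693 FPKM and MATALPHA2 at 3.69 ± 0.485 FPKM. HMRA1 encodes the a1 regulator and was chosen after its values were seen. The reference carries alpha genes at MAT, so it holds the a1 sequence only at HMR. HMRA1 had 0 counts in both libraries over a coding sequence with no near-identical copy, which allows up to 0.231 FPKM in replicate 1 and 0.223 FPKM in replicate 2 at 3 counts. The libraries are therefore called the libraries labelled MATa.

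**Figure D1:**
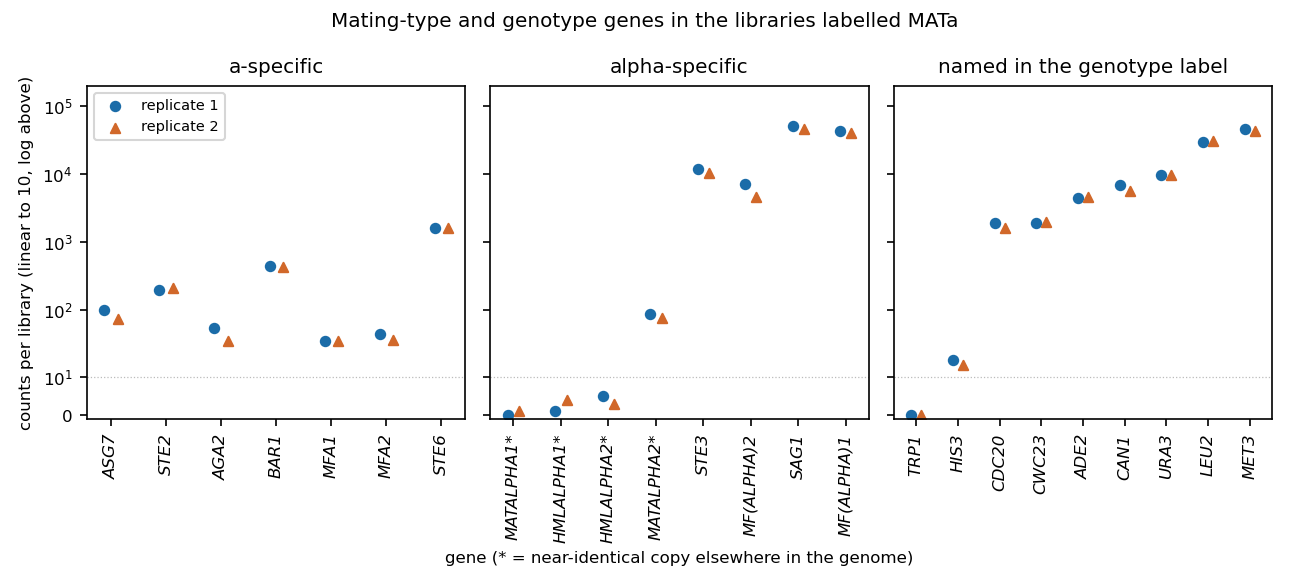
Counts per library of the a-specific genes, the alpha-specific genes and the genes named in the genotype label, with circles for replicate 1 and triangles for replicate 2, on an axis linear up to 10 counts and logarithmic above. STE3, SAG1, MF(ALPHA)1 and MF(ALPHA)2 lie above every a-specific gene, and TRP1 lies at 0.

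Of the 9 genes in the genotype label, TRP1 and HIS3 were near 0 and the other 7 were transcribed. TRP1 (chromosome IV, 461842 to 462516), an enzyme of tryptophan synthesis, had 0 counts in both libraries, which allows up to 0.131 FPKM in replicate 1 and 0.126 FPKM in replicate 2. HIS3 (chromosome XV, 721946 to 722608), an enzyme of histidine synthesis, had 18 and 15 counts, or 0.718 ± 0.111 FPKM. Their neighbours, chosen after their values were seen, were transcribed, with 41.6 ± 2.59 FPKM for SOK1 and 10.04 ± 0.921 FPKM for GAL3 beside TRP1. MRM1 and DED1 beside HIS3 stood at 19.8 ± 0.0784 FPKM and 76.1 ± 1.71 FPKM. LEU2 stood at 798 ± 11.1 FPKM, URA3 at 347 ± 12 FPKM, CAN1 at 101 ± 15.9 FPKM and ADE2 at 75.4 ± 0.477 FPKM. MET3, whose promoter drives the reporters, stood at 840.0 ± 56.8 FPKM, CDC20, an activator of the anaphase-promoting complex, at 27.6 ± 3.68 FPKM, and the splicing factor gene CWC23 at 65.5 ± 0.732 FPKM. Open reading frames overlap part of TRP1 and URA3, which are 60.7% and 40.7% free of them, and counts can be lost there. URA3 is also the marker of the CDC20 construct, so its level does not bear on the ura3 allele alone.

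The question for the sulfur genes was how high they stood among all genes after methionine was removed. All 12 genes of sulfate assimilation, which reduces sulfate to sulfide, lay above the all-gene median, and the list's median of 277 ± 0.220 FPKM exceeded 9998 of 10000 random lists of the same size. MET17, the enzyme that joins sulfide to O-acetylhomoserine, was highest at 4776 ± 147 FPKM, followed by the kinase MET14 at 1404 ± 109 FPKM and the sulfurylase MET3. The lowest were MET8 at 103 ± 13.2 FPKM and the sulfate permease SUL1 at 162 ± 3.86 FPKM. The methionine cycle was higher still, with a median of 731 ± 50.1 FPKM, above 10000 of 10000 random lists, and 10 of 11 genes above the all-gene median. MET6, methionine synthase (chromosome V, 339864 to 342167), stood at 2639 ± 236 FPKM, the S-adenosylmethionine synthetase SAM2 at 2612 ± 100.4 FPKM and SAH1, S-adenosylhomocysteine hydrolase, at 1859 ± 182 FPKM. MET7 and MET12 were the lowest of the cycle, at 42.0 ± 3.14 FPKM and 86.1 ± 4.35 FPKM.

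The other sulfur lists lay inside the range of random lists. Transsulfuration and glutathione genes had a median of 127 ± 1.5 FPKM, above 9495 of 10000 random lists, with CYS4 at 873 ± 74.4 FPKM, CYS3 at 594 ± 35.9 FPKM, STR3 at 242 ± 21.3 FPKM, STR2 at 69.6 ± 16.6 FPKM and IRC7 at 41.5 ± 10.9 FPKM. The means of log2(FPKM+1) and log2(FPKM+0.1) put that list at the 98.5 and 98.5 percentiles, outside the range. Genes for uptake and use of organic sulfur had a median of 63.5 ± 3.11 FPKM with 8 of 12 above the all-gene median, from the methionine permease MUP1 at 551 ± 5.24 FPKM, the S-adenosylmethionine permease SAM3 at 348 ± 0.484 FPKM and MMP1 at 114 ± 2.74 FPKM down to SOA1 at 11.3 ± 0.541 FPKM and SEO1 at 11.2 ± 0.815 FPKM. Met4 and its partners had a median of 65.2 ± 1.94 FPKM. Highest were the ubiquitin ligase subunit SKP1 at 256 ± 14.5 FPKM, CDC34 at 207 ± 18.0 FPKM and the DNA-binding factor MET32 at 190.3 ± 4.38 FPKM, and lowest CBF1 at 26.1 ± 1.88 FPKM and MET28 at 3.28 ± 0.743 FPKM. Only 1.77% of the MET28 coding sequence is free of overlapping open reading frames, 13.8% of MET14 and 58.0% of CBF1, so their counts may be too low.

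**Figure D2:**
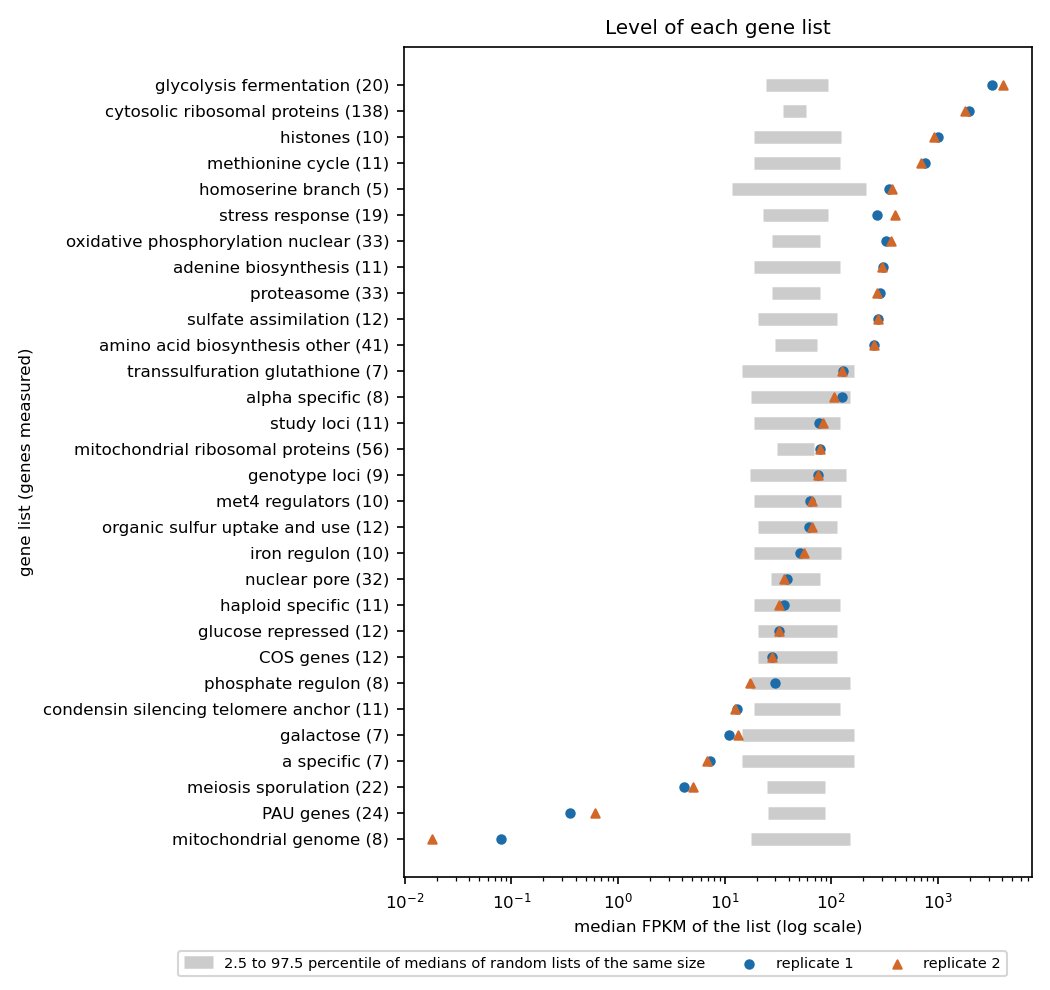
Median FPKM, on a logarithmic axis, of each gene list in replicate 1 (circles) and replicate 2 (triangles), with grey bars from the 2.5 to the 97.5 percentile of the medians of 10000 random lists of the same size, and genes measured in parentheses. Sulfate assimilation and the methionine cycle lie to the right of their bars, and the a-specific genes to the left.

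Of 30 lists tested, 12 lay above the range of random lists, 6 below it and 12 inside it, where 1.5 outside are expected by chance if genes were independent. Glycolysis and fermentation had the highest median, 3751 ± 646 FPKM, with the glyceraldehyde-3-phosphate dehydrogenase TDH3 at 19587 ± 688 FPKM, the aldolase FBA1 at 16096 ± 238 FPKM and the minor decarboxylase PDC5, which is 46.8% free of overlapping open reading frames, lowest at 13.5 ± 0.288 FPKM. The cytosolic ribosomal protein list, 138 genes taken by name pattern, had a median of 1899 ± 108 FPKM, with 135 of 138 above the all-gene median, and the pattern also took in RPP1, a subunit of RNase P. RPS31 stood at 8129.9 ± 523 FPKM and RPL41A, a 78 bp coding sequence with a near-identical copy, at 7345 ± 972 FPKM. RPL43A was lowest at 1.24 ± 0.179 FPKM, and 0.717% of it is free of overlapping open reading frames. Histone genes had a median of 963 ± 58.4 FPKM, from HHT2 at 2982 ± 276 FPKM and HTB1 at 1784 ± 87.2 FPKM to the variant HTZ1 at 191 ± 9.99 FPKM.

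Biosynthetic lists were also high. The homoserine branch, which supplies the carbon skeleton of methionine, had a median of 359 ± 15.7 FPKM, above 9936 of 10000 random lists, with HOM2 at 807 ± 91.1 FPKM, HOM6 at 734 ± 37.4 FPKM and HOM3 lowest at 186 ± 30.7 FPKM. The 41 other amino acid synthesis genes had a median of 253 ± 0.541 FPKM, led by ARG1 at 1600.5 ± 399 FPKM and BAT1 at 995 ± 33.2 FPKM, with HIS3 lowest. Adenine synthesis genes had a median of 284 ± 7.18 FPKM, led by ADE13 at 484 ± 77.6 FPKM and ADE12 at 477 ± 17.5 FPKM, with ADE2 lowest. All 33 proteasome genes and all 33 nuclear genes of oxidative phosphorylation lay above the all-gene median, with list medians of 278 ± 12.2 FPKM and 344 ± 25.6 FPKM. SCL1 stood at 391 ± 0.282 FPKM, PRE5 at 386 ± 7.88 FPKM and the proteasome gene activator RPN4 lowest at 94.6 ± 0.185 FPKM. ATP2 stood at 916 ± 112 FPKM, COX9 at 868 ± 59.0 FPKM and SDH1 lowest at 136 ± 17.8 FPKM. Stress response genes had a median of 345 ± 93.2 FPKM, from HSP12 at 1736 ± 707 FPKM and the trehalose synthase TPS1 at 659 ± 110.3 FPKM to ALD3 at 22.7 ± 9.58 FPKM. Mitochondrial ribosomal protein genes had a median of 79.4 ± 0.253 FPKM, from MRP8, whose place in the ribosome is uncertain, at 469 ± 37.9 FPKM and MRPS12 at 298 ± 46.6 FPKM to MRPL38 at 13.5 ± 0.850 FPKM, of which 12.2% is free of overlapping open reading frames, so its counts may be too low. Their list exceeded 9961 of 10000 random lists but lay at the 75.6 percentile of lists matched on coding length, which ended the call, and at the 3.20 percentile by CPM (counts scaled by library total) without division by length, in the lower part of the range, so the call rests on division by length.

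Below the range, beside the a-specific genes, were meiosis and sporulation genes with a median of 4.47 ± 0.619 FPKM and 0 of 22 above the all-gene median. SPO11 and DMC1, which act in meiotic recombination, stood at 30.7 ± 0.472 FPKM and 21.3 ± 0.219 FPKM, and SPO19 at 0.341 ± 0.112 FPKM. Galactose genes had a median of 12.2 ± 1.67 FPKM, from GAL80 at 52.6 ± 1.83 FPKM and GAL10 at 19.2 ± 0.320 FPKM to GAL1 at 4.44 ± 0.00342 FPKM. GAL1 and GAL10 overlap another annotated gene and are 0% and 26.3% free of such overlap, so their counts may be too low. Galactose genes lay at the 4.81 percentile by the mean of log2(FPKM+0.1), which ended the call. Condensin, silencing and telomere anchor genes had a median of 12.8 ± 0.488 FPKM, with ESC1 at 33.8 ± 0.429 FPKM, SIR3 at 23.2 ± 1.71 FPKM and the condensin subunit BRN1 at 6.14 ± 0.857 FPKM, and by that same mean they lay at the 2.62 percentile, which ended that call too. PAU genes had a median of 0.647 ± 0.183 FPKM (0.357 FPKM in replicate 1 and 0.616 FPKM in replicate 2), from PAU23 at 17.4 ± 2.90 FPKM and PAU7 at 15.7 ± 1.40 FPKM to PAU10 at 0 counts, and 17 of 24 share most of their sequence with other genes. Genes of the mitochondrial genome had a median of 0.0611 ± 0.0439 FPKM (0.0803 FPKM in replicate 1 and 0.0181 FPKM in replicate 2), with OLI1 at 0.810 ± 0.0665 FPKM, COX1 at 0.152 ± 0.0594 FPKM and ATP8 at 0 counts. Bead capture of mRNA, stated in the methods, limits what those genes can show.

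Lists inside the range included nuclear pore genes, whose median was 37.4 ± 1.91 FPKM, with SEC13 at 327 ± 3.31 FPKM, SEH1 at 112 ± 6.46 FPKM and MLP2, a basket protein, lowest at 19.9 ± 0.680 FPKM. Matched on coding length that list lay at the 89.4 percentile, inside the range, and by CPM without division by length at the 97.9 percentile, outside it, both on the other side of the middle from the 21.0 percentile in the main setting. Haploid-specific genes had a median of 33.7 ± 2.46 FPKM, from RME1 at 174 ± 11.6 FPKM and the G protein subunit STE18 at 160.0 ± 8.76 FPKM to the endonuclease gene HO at 4.60 ± 1.06 FPKM. Glucose-repressed genes had a median of 32.4 ± 0.370 FPKM, with ICL1 at 108 ± 9.08 FPKM, SUC2 at 108 ± 10.1 FPKM and MLS1 at 8.15 ± 0.626 FPKM. The iron regulon had a median of 53.5 ± 3.33 FPKM, with FET3 at 165 ± 18.3 FPKM, TIS11 at 118 ± 11.3 FPKM and FIT1 at 2.90 ± 0.885 FPKM. The phosphate regulon had a median of 24.9 ± 8.63 FPKM, but 29.5 FPKM in replicate 1 and 17.3 FPKM in replicate 2, with PHO8 at 149.8 ± 7.47 FPKM, VTC3 at 94.0 ± 3.45 FPKM and PHO11, which has a near-identical copy, at 0.617 ± 0.104 FPKM. COS genes were 12 genes taken by name pattern, which also took in COS111, not a member of that family. Their list had a median of 27.9 ± 0.167 FPKM, with COS6 at 115 ± 12.7 FPKM, COS111 at 51.3 ± 4.50 FPKM and COS12 at 0.0890 ± 0.0559 FPKM. That list fell below the range when matched on coding length, at the 1.53 percentile, and by the means of log2(FPKM+1) and log2(FPKM+0.1), at the 0.0500 and 0.0900 percentiles. The genotype genes as a list had a median of 75.4 ± 0.477 FPKM. The 11 measured genes of the study site list, which holds only some of the study's viewpoints, had a median of 80.2 ± 5.24 FPKM. Of these 11, ADH1 stood at 10155 ± 550.2 FPKM, OLE1 at 861 ± 137 FPKM, MET13 at 257 ± 32.2 FPKM, TRP2 at 167 ± 19.4 FPKM, MNR2 at 80.2 ± 5.24 FPKM and CDC43 at 50.5 ± 0.394 FPKM. YBP2 stood at 20.7 ± 0.123 FPKM, PUS2 at 16.3 ± 0.987 FPKM and SHC1 at 6.04 ± 0.0692 FPKM, beside MET6 and BAR1 given above. The 170 ribosome biogenesis genes, a list added after the data were seen, had a median of 50.2 ± 11.0 FPKM, inside the range. They were genes with annotation terms for rRNA processing, ribosome biogenesis, or assembly or nuclear export of ribosomal subunits, without ribosomal proteins. Some of them are also in the nuclear pore list, so not all are assembly factors.

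Across the genome, 5760 of 6008 annotated genes reached a mean of at least 1 FPKM, or 95.9%. The 10 highest genes took 10.1% of the counts of replicate 1 and 10.5% of those of replicate 2, ranked by counts. By FPKM the highest was the cell wall gene CCW12 at 20826 ± 572 FPKM, followed by TDH3, FBA1 and ADH1. CCW12 is 0% free of overlapping open reading frames, and had 279544 and 301854 counts in replicates 1 and 2. The cell wall gene CWP2 stood at 9554 ± 1099 FPKM, YDR524C-B at 9170.1 ± 36.8 FPKM, the enolase ENO2 at 8670.1 ± 66.4 FPKM and the cell wall gene SED1 at 7518 ± 470.0 FPKM, with RPS31 and RPL41A completing the 10.

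The study reported contacts of the mating-type locus near chromosome ends in MATa cells, and only local contacts in MATalpha cells. It also compared groups of its regions by distance to the centromere, so levels were compared by position here. The 122 genes under 10 kb from a chromosome end had a median of 0.693 ± 0.0234 FPKM, against 47.2 ± 1.36 FPKM for the other 5867 nuclear genes, and 10000 of 10000 random lists were higher. Of the subtelomeric genes 64 were under 1 FPKM and 74 hold sequence shared with other genes, whose reads may not be assigned. Over the 47 subtelomeric genes with neither shared sequence nor overlap, an alternative chosen after seeing the data, the median was 12 FPKM against 49.8 FPKM. Within 20 kb and 30 kb of an end the medians were 3.43 and 10.7 FPKM, also below all random lists. The 184 genes within 10 kb of a centromere had a median of 61.8 ± 1.11 FPKM against 45.7 ± 1.32 FPKM for the rest, above 9955 of 10000 random lists. That call ended at 20 kb, where the median was 51.2 FPKM at the 92.5 percentile.

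**Figure D3:**
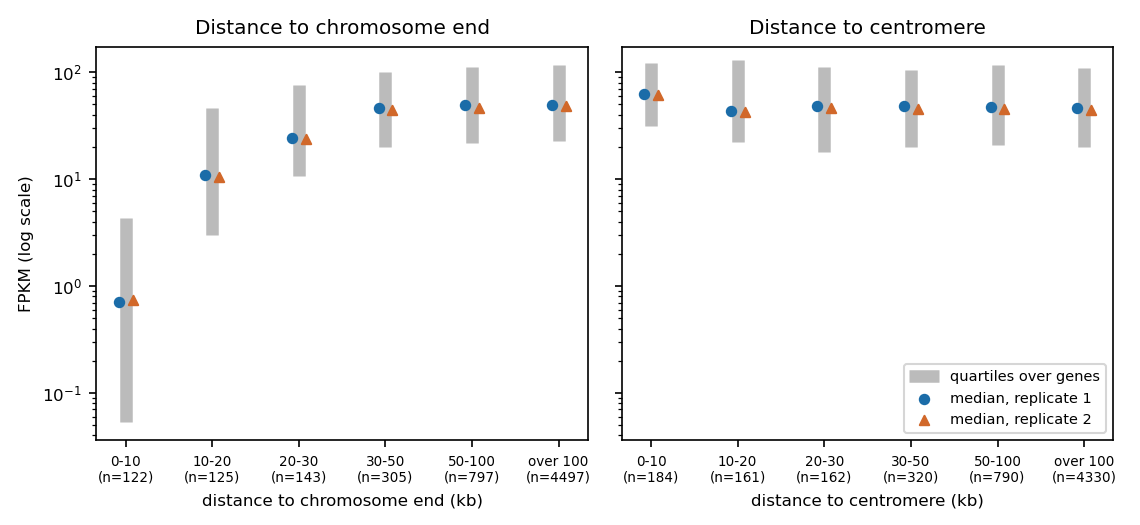
FPKM, on a logarithmic axis, of nuclear genes by distance in kb from the chromosome end (left) and from the centromere (right), with medians of replicate 1 (circles) and replicate 2 (triangles) and grey bars for the quartiles over genes. The median under 10 kb from a chromosome end is 0.693 FPKM, and 61.8 FPKM within 10 kb of a centromere.

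Divergent neighbours can share a nucleosome-depleted region, so the levels of adjacent genes were compared by orientation. Across 1545 divergent pairs Spearman's rho was 0.140, across 2889 tandem pairs 0.157 and across 1539 convergent pairs 0.112. In this setting each exceeded the highest of 1000 shuffles of levels within chromosomes, which were 0.0819, 0.0680 and 0.0785. The shuffles do not keep the low levels near chromosome ends in place, so the excess is not shown to be particular to adjacent genes. Divergent pairs did not stand apart from tandem pairs, since the difference of -0.0164 lay between -0.0600 and 0.0642, the range of 95% of shuffles. That difference turned to 0.0247 without overlapping pairs. Among genes of at least 1 FPKM rho fell to 0.0960 for divergent, 0.0751 for tandem and 0.0659 for convergent pairs, and the convergent value no longer exceeded its highest shuffle, 0.103. The same held by CPM without division by length, chosen after seeing the data, with 0.0696 for convergent pairs against 0.0918. These correlations are across genes, which are not independent replicates.

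Between replicates, log2(FPKM+1) had a Pearson r of 0.995 and a Spearman rho of 0.993 across 6008 genes. Among 5250 genes of at least 10 FPKM, 6 were higher in replicate 2 by over 1 on the log2(FPKM+1) scale. In the other direction 3 genes, PHO89, SSF1 and LYS9, were lower by over 1. Folds below are ratios of FPKM. HSP30, a plasma membrane stress protein, was 4.08-fold higher in replicate 2 (197 and 805 FPKM), EGO4 3.38-fold, the cell wall gene SPI1 2.19-fold and the disaggregase gene HSP104 2.09-fold. HXT7, which shares its whole coding sequence with a near-identical copy, was 2.10-fold higher. YRO2, chosen after its values were seen, stood at 264 and 538 FPKM. PHO89, a phosphate transporter, was 2.57-fold lower in replicate 2, SSF1 2.17-fold, LYS9 of lysine synthesis 2.02-fold, EFG1 2.01-fold and BFR2 2.12-fold. SSF1, EFG1 and BFR2 act in ribosome assembly.

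By list, 10 of 30 differed between replicates beyond random lists matched on expression, 6 higher and 4 lower in replicate 2. By chance 1.5 are expected if genes were independent, which genes of a list often are not. Stress response genes had a median log2 difference, replicate 2 minus replicate 1, of 0.55, with 18 of 19 higher in replicate 2, among them HSP12 at 1.81-fold, ALD3 at 1.85-fold and TPS1 at 1.27-fold. Also higher were nuclear oxidative phosphorylation genes at 0.18 (31 of 33), other amino acid synthesis genes at 0.14 (33 of 41), glucose-repressed genes at 0.09 (8 of 12), glycolysis at 0.06 (18 of 20) and PAU genes at 0.04 (12 of 24). Lower were adenine synthesis genes at -0.28 (10 of 11), the alpha-specific genes at -0.18 (6 of 8), the methionine cycle at -0.15 (9 of 11) and cytosolic ribosomal proteins at -0.11 (130 of 138). The 170 ribosome biogenesis genes, the list added after the data were seen, had -0.44, with 164 lower in replicate 2. PAU genes of at least 10 FPKM lay at the 96.5 percentile, which ended that call. Each value compares 1 library with 1 library, so these differences have no replicate check of their own.

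**Figure D4:**
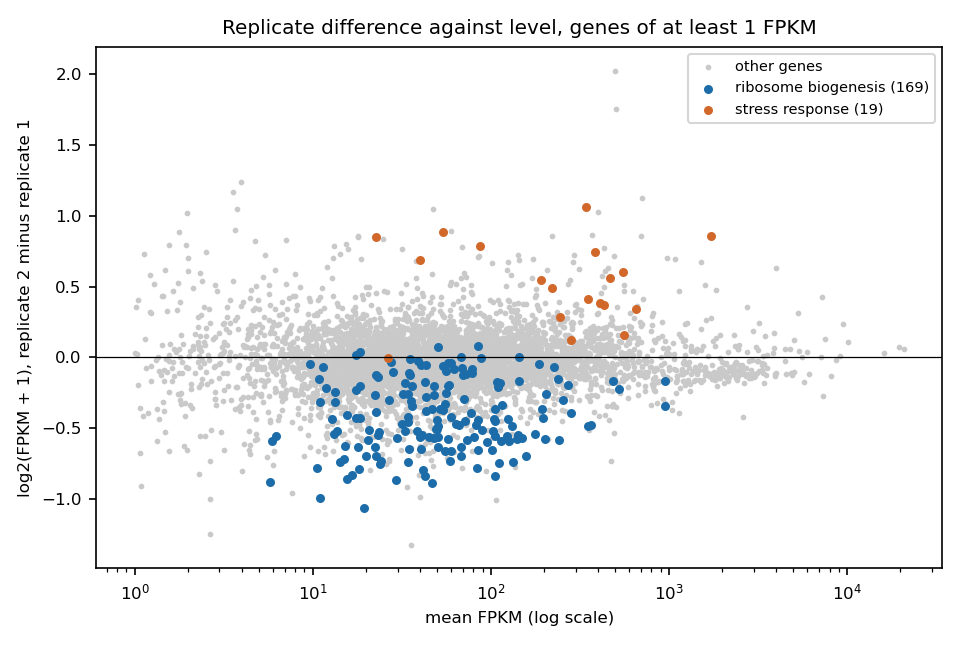
Difference of log2(FPKM+1) between replicates against mean FPKM, on a logarithmic axis, for genes of at least 1 FPKM, with stress response genes in orange, ribosome biogenesis genes in blue and other genes in grey. The stress response genes have a median of 0.55 and the ribosome biogenesis genes a median of -0.44.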

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

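The results here, and the genes named for them, were chosen after the counts were seen. Counts also appeared in genes that have no match in the annotation used here and entered no comparison. Of these genes 432 had more than 3 counts in both libraries, above what a count of 0 allows. The highest were YDR133C, with 21418 counts in replicate 1 and 25179 in replicate 2, and YCR013C, with 7617 and 8647. YDR133C held 22.5% and 24.5% of the counts of such genes in replicates 1 and 2.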

How the results depend on the processing

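The settings named below as chosen after seeing the data were added, and the others were fixed before. No paired analysis was possible because there is 1 group. Under the other settings fixed before the data were examined, 314 values changed no call, 7 gained one, 6 lost one and 3 moved, and of those added 127 changed none, 4 gained, 1 lost, 1 moved and 2 gained or lost one across the middle of the random values. Of those that changed no call, 10 and 4 lay on the other side of that middle. Lists outside the random range numbered 18 to 20. Without each replicate in turn, the alpha-specific to a-specific ratio ranged from 15.7 to 17.5, but with 2 libraries each value lies within 1 SD of their mean by construction, so this says nothing of stability. The replicate difference cannot be given without a replicate. Pearson r was 0.994 with a pseudocount of 0.1 and 0.994 over genes of at least 1 FPKM. Percentiles moved across the call as follows, and the cause was not tested. Matching on coding length put mitochondrial ribosomal proteins at 75.6 and COS genes at 1.53. By the mean of log2(FPKM+1), transsulfuration lay at 98.5 and COS genes at 0.0500, and with +0.1 they lay at 98.5 and 0.0900, galactose at 4.81 and condensin and silencing genes at 2.62. The alpha-specific list rose to 99.7 over genes of at least 1 FPKM, a filter that removes its 3 members under 1 FPKM and so raises it by construction. Without a call, that list fell to 23.2 and 7.14 by the means of log2(FPKM+1) and log2(FPKM+0.1). Genes of at least 10 FPKM put the replicate difference of PAU genes at 96.5 and COS genes at 99.3. At 20 and 30 kb pericentromeric genes lay at 92.5 and 84.1. At a minimum of 5 FPKM, 4 a-specific genes passed, against 7 at 1 FPKM. Chosen after seeing the data, CPM without division by length ended the call of mitochondrial ribosomal proteins, at 3.20, and gave nuclear pore genes one, at 97.9, each across the middle, where by construction long genes count for more, and put transsulfuration at 99.3, condensin and silencing genes at 11.7, study sites at 99.9 and ribosome biogenesis at 98.5. Genes without shared sequence put the alpha-specific list at 99.1 and its ratio to the a-specific list at 85.4. The ribosome biogenesis level ranged from 31.1 without replicate 1 to 97.5 without replicate 2. Depth limits genes near the floor of 3 counts, such as TRP1 and HMRA1.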

Other observations

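The scan of annotation terms and all tests below except that of GC content and length were chosen after the result was seen. The terms of the annotation's experimental evidence, 331 with 15 to 200 measured genes, were scanned for replicate differences after the data were seen. Of these 73 lay lower and 19 higher in replicate 2 than 97.5% of matched random lists. By chance 8.28 are expected in each direction if terms and genes were independent. They are not, since terms share genes and many of the lowest are terms of ribosome assembly, so 1 shift can be counted many times. The lowest term was the large-subunit preribosome, with all 57 genes lower and a median log2 difference of -0.56. RNA polymerase III genes were all lower too, 17 of 17, with a median of -0.30. Genes of the proton-transporting ATP synthase complex were higher in 14 of 15, with a median of 0.14. Outside the naming rule, ECM23 and DID2 had 0 counts in both libraries, and with TRP1 they are the 3 such among 4743 nuclear genes of 500 bp or more without shared sequence or overlap with an annotated gene. Reading frames overlap all of DID2, which is 0% free of them.

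The first pattern is that alpha-specific genes stood above a-specific genes in libraries labelled MATa. Loss of counts to overlap or copies is argued against, since a median of 100% of the coding bases of the 7 a-specific genes is free of both, and the lowest, BAR1, is 82.5% free. A file of cells of the other mating type stays open as a hypothesis, since 0 of the 7 a-specific genes above the median of all genes restates the pattern and is no test of it. A small share of cells of the labelled type also stays open. The a-specific genes had counts above the floor, and the alpha-specific median log2 difference between replicates minus the a-specific one was -0.10. A constant share would also allow that difference. HMRA1 had 0 counts in both libraries and so gave no sign of such cells, but 1 gene at the floor does not exclude a small share. No biological explanation was tested, since the design holds 1 group.

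The second pattern is that TRP1 and HIS3 were near 0 counts. Loss to overlap or copies is argued against by the 60.7% of TRP1, and 93.4% of HIS3, that is free of both. A low level over the whole region is argued against by the lowest flanking count, 519 for GAL3. For instability of transcripts of all the labelled alleles, 4 of the 4 other alleles lay above the median of all genes, although URA3 is also a marker. This cannot decide it, since the mating-type genes went against the label, so these loci may not hold the labelled alleles. Nor does it bear on instability of the TRP1 and HIS3 transcripts alone. Deletions of these genes, which the label's alleles do not name, may account for the counts, but this was not tested, and no biological explanation was tested.

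The third pattern is that stress genes were higher and ribosome biogenesis genes lower in replicate 2. A bias by GC content or length is argued against as the whole cause, since 98.6% of the stress response median, 0.58 before and 0.57 after, was kept when both trends were removed. These 2 medians are centred on that of all genes of at least 10 FPKM, unlike the 0.55 below. Scaling moves every gene alike, and the stress response median stayed at 0.55 or more over 4 scalings while that of ribosome biogenesis stayed at -0.40 or less. A difference in growth state between the cultures may remain, as a hypothesis that was not tested, since the design holds 1 group.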
